A study of Mus musculus with 19 samples. Its data were reported in "Polycomb group ring finger protein 6 suppresses Myc-induced lymphomagenesis" (2022).

How the data were processed

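The series holds 19 mouse samples of chromatin immunoprecipitation followed by sequencing (ChIP-seq) from lymphoma cultures driven by a Myc transgene. The cultures were wild-type, Pcgf6−/− or Mga−/−. Each genotype was profiled with 6 antibodies: Pcgf6, the active marks H3K4me3, H3K4me1 and H3K27ac, and the Polycomb marks H3K27me3 and H2AK119Ub. The remaining sample is an input, for which no list was analysed here. This gave 18 peak lists, 1 for each genotype and antibody. How many cultures or sequencing runs stand behind a list is not stated. The labels give the strain C57BL/6 for every sample, whereas the methods of the study describe an inbred Pcgf6 cohort and a Mga cohort of mixed background. The cohort of the wild-type culture is not stated.

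Per the labels, the authors aligned reads with BWA 0.6.2, handled the alignments with SAMtools and called peaks with MACS2 2.0.9 on the mouse build mm9. The peak names carry the words for narrow peaks and a merged input, and the calling parameters are not stated. The largest peak end of chromosome 1 was 197133826, and all coordinates below are mm9, counted from 1. Each list gives the start, the end and a score for every peak. The score is the authors' peak-caller value, its scale is not stated, and its lowest value was 5 over all lists. Scores were therefore used to rank, filter or describe peaks within a list. The exceptions are alternatives that apply the median wild-type score as 1 threshold to the mutant lists too, which assume a common scale that was not tested. A position that scores high in one list and low in another is not taken as a measured difference in signal. Read depth is unknown, since peak lists give no read counts.

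Overlap meant at least 1 shared bp. Shares are given with Wilson 95% intervals, which cover the counting of peaks only and say nothing about variation between cultures. With 1 list per genotype and antibody, no test between genotypes and no spread between replicates could be computed. Overlap by position alone was estimated from 1000 circular shifts of one list along each of the 19 numbered chromosomes and X, with the largest peak end over all lists as chromosome length. The same shifts of the Pcgf6 peaks gave the median width and score of the mark peaks met by position alone, with the central 95% of the shifts, a comparison added after the data were seen. As a second background, peaks were placed 1000 times at random inside the merged active-mark peaks of wild-type cells. Each Pcgf6 peak was put in 1 chromatin class by the marks it overlapped. Promoter-like peaks overlapped H3K4me3 and H3K27ac, and enhancer-like peaks overlapped H3K4me1 and H3K27ac without H3K4me3. Lists were compared by the Jaccard index, the bases covered in both lists over the bases covered in either. Polycomb domains were peaks merged across gaps of up to 3 kb.

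At the wild-type H3K4me3 peaks, gain or loss of a mark in a mutant list was compared between sites with and without a wild-type Pcgf6 peak. A mark was gained where it had no wild-type peak and a mutant peak, and lost in the opposite case. Odds ratios have 95% intervals over sites and describe these libraries, not the genotypes. Each ratio was also computed as a Mantel-Haenszel odds ratio within strata of 10 deciles of H3K4me3 score by 10 deciles of width. Width ratios were compared within the same strata, with 1000 bootstrap resamples of sites.

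The overlap and odds-ratio steps were tested on simulated data. For 7058 simulated peaks with Pcgf6 widths, placed on or off H3K4me3 peaks, the simulated and recovered shares differed by 0 points. Placement used the same overlap rule, so this was fixed by construction. The shifted share differed from its analytic value by at most 0.0964 points. For gain or loss at the 17699 wild-type H3K4me3 peaks, 100 data sets were simulated for each odds ratio. Binding and change both depended on the decile of peak score, and not on width. The matched odds ratio returned medians of 0.299, 1.00 and 3.00 for simulated values of 0.3, 1 and 3, with the simulated value inside 95, 96 and 96 of the 100 intervals. The unmatched ratio returned 0.170, 0.538 and 1.47, with 0 of 100 intervals holding the simulated value in each case. The strata hold this score decile, so the simulation checked the computation and not whether matching suffices in these data. Matched values are printed beside the unmatched ones.

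The comparisons, their statistics, most alternatives and the rule for named regions were fixed before the data were examined. The rule took the 10 highest-scoring wild-type Pcgf6 peaks absent from both mutants and the 5 highest-scoring ones present in both. It took the 3 highest-scoring Pcgf6 peaks of each mutant absent from wild-type. For each mark and mutant it took the 3 (H3K27ac) or 2 (other marks) highest-scoring peaks found in only one list of the pair, in each direction. The 3 widest wild-type H3K27me3 domains completed the 68 regions. The alternatives changed the score threshold, the overlap rule, the chromosomes used, the merging of near peaks, the number of peaks per list, the background for overlap and the matching of sites. Alternatives that left out chromosomes 3, 6 and 18, or used Pcgf6−/− mark lists in place of the wild-type ones, were added after the data were seen.

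The annotation of peaks as promoter, gene body or intergenic, and the planned gene lists, were not run. The gene table at hand is of build GRCm38.p6 and the peaks are in mm9, so no gene is named. The computations used Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, statsmodels 0.14.6 and Matplotlib 3.10.9.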

Results

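Pcgf6, a subunit of the Polycomb complex PRC1.6, and 5 histone marks were mapped in lymphoma cultures of 3 genotypes. The cultures were wild-type, Pcgf6−/− or Mga−/−, Mga being the DNA-binding partner of Pcgf6 in PRC1.6. There was 1 peak list for each genotype and antibody, so differences between genotypes were described without a test. The Pcgf6 lists held 284 to 7058 peaks, and the histone mark lists held 17699 to 57235. The same wild-type list of each antibody served both mutants, whose cohorts differed in genetic background according to the methods of the study, so background was not separated from genotype. Precision is that of counting peaks, and the read depth behind each list is unknown.

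The first comparison asked where Pcgf6 was found and whether its peaks required Pcgf6 itself and Mga. Pcgf6 peaks were most numerous in wild-type cells and fewest in Mga−/− cells, while Pcgf6−/− cells kept an intermediate number. The Mga−/− list thus lay below that of Pcgf6−/− cells, the control for the antibody. With read depth unknown, the counts cannot tell lost binding from lower sensitivity of the Mga−/− library. The wild-type list held 7058 peaks over 5.18 Mb, the Pcgf6−/− list 2346 over 1.37 Mb and the Mga−/− list 284 over 0.177 Mb. Wild-type cells thus had 3.01 times the peaks of Pcgf6−/− cells and 24.9 times those of Mga−/− cells. At or above the median wild-type score, the counts were 3531, 1144 and 180. Of the wild-type peaks, 5360 (75.9%, 95% interval 74.9 to 76.9) overlapped no Pcgf6 peak of either mutant. Another 1653 (23.4%, 22.4 to 24.4) overlapped a Pcgf6−/− peak, against 0.132% for shifted positions. Only 225 (3.19%, 2.80 to 3.62) overlapped a Mga−/− peak, against 0.0155% for shifted positions.

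The peaks that remained in the mutants were mostly wild-type sites. In Pcgf6−/− cells 1660 of the 2346 peaks (70.8%, 68.9 to 72.6) overlapped a wild-type peak, and in Mga−/− cells 218 of the 284 (76.8%, 71.5 to 81.3) did. Of the Mga−/− peaks, 195 (68.7%) also overlapped a Pcgf6−/− peak. Persistence in Pcgf6−/− cells rose with the wild-type score, from 6.66% (5.47 to 8.08) in the lowest-scoring quintile to 57.6% (55.1 to 60.2) in the highest. The matching values for Mga−/− cells were 1.20% and 12.3%, with the 3 quintiles between them at 0.283% to 1.35%. Of the 100 highest-scoring wild-type peaks, 91 had a Pcgf6−/− peak and 39 a Mga−/− peak. Among wild-type peaks at or above the median score, the shares were 37.1% and 5.55%. Pcgf6−/− cells served as the control for the antibody, and the lists cannot show whether undeleted cells were present. Of the 5405 wild-type peaks with no Pcgf6−/− peak, 45 (0.833%) overlapped a Mga−/− peak, against 180 (10.9%) of the 1653 with one.

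**Figure D1:**
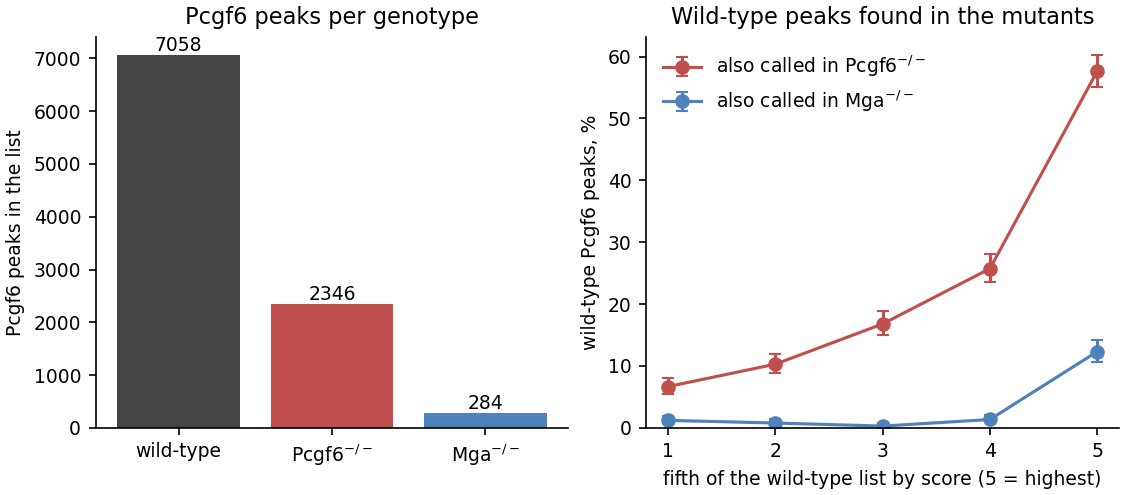
Left, bars show the number of Pcgf6 peaks in the list of each genotype. Right, points show the percentage of wild-type Pcgf6 peaks that overlapped a peak of each mutant, by quintile of the wild-type score, with Wilson 95% intervals. The share rose to 57.6% for Pcgf6−/− and 12.3% for Mga−/− in the highest quintile.

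The highest-scoring wild-type Pcgf6 peaks absent from both mutants lay at H3K4me3-marked sites. The first was on chromosome 5 (138228701 to 138229839, score 161), followed by sites on chromosome 3 (95999704 to 96001656, score 124) and chromosome 2 (68698841 to 68700630, score 108). Chromosome 17 (24342142 to 24344099, score 104) and chromosome 11 (51780784 to 51781906, score 104, and 68504771 to 68505940, score 99.2) came next. The others were on chromosome 13 (107812580 to 107813353, score 98.3), chromosome 5 (44199009 to 44199819, score 85.5), chromosome 3 (28679343 to 28680179, score 82.0) and chromosome 9 (108594738 to 108595681, score 81.6). All 10 overlapped H3K4me3, H3K4me1 and H3K27ac peaks in wild-type cells. In 8 of the 10 H3K4me3 was called in all genotypes, and in 8 of the 10 so was H3K27ac. The sites at 68698841 on chromosome 2 and 28679343 on chromosome 3 had no H3K4me3, H3K4me1 or H3K27ac peak in Pcgf6−/− cells.

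The 5 strongest wild-type peaks present in both mutants were on chromosomes 18, 11, 2, 6 and 4. The one on chromosome 18 (75759143 to 75760140) scored 234 in wild-type, 316 in Pcgf6−/− and 199.9 in Mga−/− cells and had no H3K4me3 peak in any genotype. The other 4, on chromosome 11 (102962526 to 102964559), chromosome 2 (119372442 to 119373998), chromosome 6 (124914593 to 124915901) and chromosome 4 (137280249 to 137281211), had H3K4me3 in all genotypes. Some mutant Pcgf6 peaks had no wild-type counterpart. In Pcgf6−/− cells the highest were on chromosome 13 (53521661 to 53522334, score 75.6), chromosome 9 (121751983 to 121752616, score 64.5) and chromosome 11 (100698644 to 100699233, score 60.2). None of these 3 overlapped a histone mark peak in any genotype. In Mga−/− cells the highest were on chromosome 11 (78267037 to 78267619, score 55.6), chromosome 3 (94216384 to 94217076, score 40.8) and chromosome 13 (53521812 to 53522402, score 37.5). The last overlapped the first of the Pcgf6−/− sites.

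The next comparison asked whether Pcgf6 occupied active or Polycomb-marked chromatin. Wild-type Pcgf6 peaks lay mainly on active chromatin. Of the 7058 peaks, 89.6% (88.9 to 90.3) overlapped H3K27ac, 86.8% (86.0 to 87.6) H3K4me3 and 70.6% (69.5 to 71.6) H3K4me1. H2AK119Ub overlapped 11.1% (10.4 to 11.9) and H3K27me3 9.79% (9.12 to 10.5). Over shifted positions, the overlap was 44.9-fold for H3K4me3, 27.3-fold for H3K27ac and 13.2-fold for H3K4me1. For H2AK119Ub and H3K27me3 it was 7.08-fold and 2.25-fold, so both Polycomb marks met Pcgf6 peaks more often than shifted positions did. Placed inside active-mark peaks instead, the folds were 2.21 for H3K4me3, 1.37 for H3K27ac, 1.48 for H3K27me3 and 1.30 for H2AK119Ub. The fold for H3K4me1 fell below 1, to 0.776, against that background. The H3K4me1 share moved to 43.6% and the H2AK119Ub share to 5.70% when the midpoint of the Pcgf6 peak had to lie inside the mark peak. With the mark lists of Pcgf6−/− cells in their place, H3K4me3, H3K4me1 and H3K27ac overlapped 87.4%, 70.4% and 90.8% of the same peaks.

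By class, 5878 wild-type Pcgf6 peaks (83.3%, 82.4 to 84.1) were promoter-like, with H3K4me3 and H3K27ac. Enhancer-like sites, with H3K4me1 and H3K27ac but no H3K4me3, made up 418 (5.92%). H3K4me3 without H3K27ac was found at 250 peaks (3.54%), of which 192 (76.8%) also carried a Polycomb mark. Among the promoter-like peaks 11.2% carried one. Polycomb marks without any active mark were found at 39 peaks (0.553%), and 274 (3.88%) had no mark. The 686 Pcgf6−/− peaks with no wild-type counterpart had another composition. Of these, 311 (45.3%, 41.6 to 49.1) overlapped no wild-type mark and 143 (20.8%) were promoter-like.

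Seen from the marks, 5919 of the 17699 wild-type H3K4me3 peaks (33.4%, 32.8 to 34.1) overlapped a Pcgf6 peak. Their median width was 2208 bp against 1330 bp for the rest, but wide peaks meet more positions, and H3K4me3 peaks met by shifted Pcgf6 positions had a median of 2186 bp (1957 to 2450). Their median score of 307, against 52.8 for the rest, lay above that of peaks met by shifted positions (254, 197 to 297). Of the H3K27ac peaks 18.8% met Pcgf6, of H3K4me1 9.06%, of H2AK119Ub 4.11% and of H3K27me3 1.61%. H3K27me3 was found at 12.8% of H3K4me3 sites with Pcgf6 and 16.5% of those without, an odds ratio of 0.746 (0.681 to 0.816). Matched for H3K4me3 score and width the direction turned, to 1.58 (1.42 to 1.76). For H2AK119Ub the shares were 17.0% and 16.6%, and the odds ratio moved from 1.03 (0.944 to 1.12) to 1.55 (1.41 to 1.70) with matching.

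**Figure D2:**
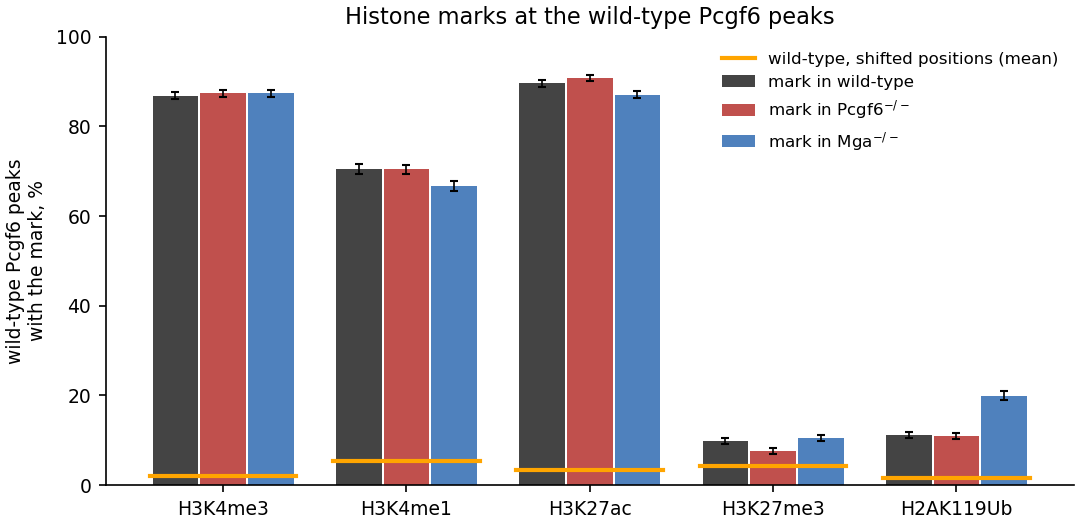
Bars show the percentage of the 7058 wild-type Pcgf6 peaks that overlapped a peak of each histone mark, by the genotype of the mark list, with Wilson 95% intervals. Orange lines give the mean overlap of shifted Pcgf6 positions with the wild-type mark lists. H3K27ac overlapped 89.6%, 90.8% and 87.1% in the lists of wild-type, Pcgf6−/− and Mga−/− cells, and H2AK119Ub 11.1%, 11.0% and 19.96%.

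The histone mark lists were then compared between genotypes. H2AK119Ub differed most: the covered length was 22.2 Mb in wild-type, 33.0 Mb in Pcgf6−/− (1.48-fold) and 35.2 Mb in Mga−/− cells (1.59-fold). Its peaks numbered 19446, 26696 and 30403. H3K27ac covered 56.0 Mb in wild-type, 70.1 Mb in Pcgf6−/− (1.25-fold) and 59.8 Mb in Mga−/− cells (1.07-fold), with median widths of 1235, 1613 and 1432 bp. H3K27ac peaks were not more numerous in Pcgf6−/− cells (31466 against 32446), although among peaks at or above the median wild-type score their number was 1.18-fold that of wild-type. H3K4me3 covered 33.5, 36.0 and 35.0 Mb, H3K4me1 88.0, 89.8 and 96.2 Mb, and H3K27me3 73.1, 79.9 and 74.4 Mb in wild-type, Pcgf6−/− and Mga−/− cells. Domains of at least 10 kb covered 57.3, 61.9 and 59.4 Mb for H3K27me3, and 14.5, 20.8 and 23.1 Mb for H2AK119Ub.

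For most marks the list labelled wild-type was closer to the Mga−/− list than to the Pcgf6−/− list. The Jaccard index with Mga−/− and with Pcgf6−/− was 0.876 and 0.732 for H3K4me3, and 0.698 and 0.569 for H3K4me1. It was 0.585 and 0.415 for H3K27me3, and 0.376 and 0.195 for H2AK119Ub. For these 4 marks Mga−/− was the closer on 20 of 20 chromosomes. H3K27ac went the other way, with 0.588 for Mga−/− and 0.608 for Pcgf6−/−, and Mga−/− was the closer on 4 of 20 chromosomes. H3K27ac peaks called in Mga−/− cells only overlapped the H3K4me1 list labelled wild-type in 78.0%, the Mga−/− one in 78.8% and the Pcgf6−/− one in 28.7%. Every comparison of the H3K4me1 and H3K4me3 lists labelled wild-type, with either mutant, stands under this doubt about what those lists hold. The doubt also covers the overlaps and chromatin classes above that use them. It extends to the H3K4me3 sites and strata used below. The H3K27me3 list labelled wild-type is not cleared of the doubt either, as the test of its label, given below, could not be read.

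**Figure D3:**
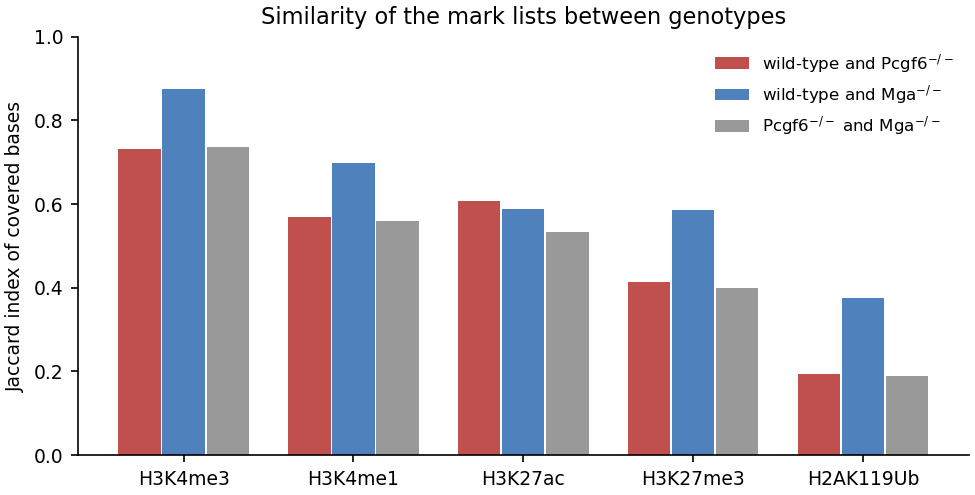
Bars show the Jaccard index of covered bases (0 to 1) between the lists of each pair of genotypes, by histone mark. The wild-type and Mga−/− lists were the closest pair for H3K4me3 (0.876), H3K4me1 (0.698), H3K27me3 (0.585) and H2AK119Ub (0.376), and the wild-type and Pcgf6−/− lists for H3K27ac (0.608).

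Single regions showed strong differences between wild-type and Pcgf6−/− cells. On chromosome 18 (24188156 to 24192062) H3K4me3 (score 480) and H3K27ac (score 184) were called in Pcgf6−/− cells only. On chromosome 11 (61116405 to 61119271) H3K27ac (203), H3K4me3 (232) and H3K4me1 (57.8) were all called in Pcgf6−/− cells only. The same held for H3K4me1 (61.3), H3K27ac (152) and H3K4me3 (96.1) on chromosome 1 (191315846 to 191325435). On chromosome 15, H3K4me1 (27903985 to 27923869, score 62.7) and H3K27ac (27853051 to 27858672, score 156) were called in Pcgf6−/− cells alone at their own positions. On chromosome 11 (5903908 to 5912280) H3K4me3 scored 547 in Pcgf6−/− cells and was not called elsewhere, while H3K27ac was called in all genotypes. The opposite pattern appeared near the end of chromosome X (166434639 to 166437729). There H3K4me3 (222), H3K27ac (152), H3K4me1 (96.1) and Pcgf6 (43.9) were called in wild-type and not in Pcgf6−/− cells, and Mga−/− cells kept the 3 active marks. Another wild-type H3K27ac peak absent from Pcgf6−/− cells lay nearby on chromosome X (166423921 to 166426020, score 88.8). H3K4me3 sites on chromosome 6 (37391198 to 37393201, score 367) and chromosome 3 (40511992 to 40514520, score 342), an H3K4me1 site on chromosome 6 (91270749 to 91276436, score 99.5) and an H3K27ac site on chromosome 11 (116170968 to 116175943, score 88.1) were called in wild-type and Mga−/− but not in Pcgf6−/− cells.

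Polycomb marks differed at other regions. H3K27me3 on chromosome 2 (163991099 to 164001632, score 84.4 in wild-type and 83.3 in Mga−/−) was not called in Pcgf6−/− cells, the only genotype with an H3K27ac peak there. H3K27me3 on chromosome 2 (84711556 to 84716361, score 67.8 in wild-type) was also called in wild-type and Mga−/− but not in Pcgf6−/− cells. H3K27me3 was called in Pcgf6−/− and not in wild-type cells on chromosome 13 (31899097 to 31904992, score 73.0) and chromosome 6 (38201642 to 38203783, score 48.9). H2AK119Ub was called in Pcgf6−/− and not in wild-type cells on chromosome 5 (37631406 to 37640569, score 89.2) and chromosome 15 (76002821 to 76015085, score 74.4). It was called in wild-type and Mga−/− but not Pcgf6−/− cells on chromosome 15 (80465467 to 80468510, score 57.9) and chromosome 3 (79368248 to 79371537, score 57.1). The widest wild-type H3K27me3 domains were on chromosome 15 (102557050 to 102981724, 425 kb), chromosome 19 (44657616 to 44998074) and chromosome 11 (96089290 to 96380552). All 3 overlapped H3K27me3, H2AK119Ub and H3K4me3 peaks in every genotype, and the one on chromosome 15 held a Pcgf6 peak in every genotype.

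Between wild-type and Mga−/− cells, the strongest H3K4me3 peaks found in one list only scored low. They were on chromosome 11 (116644078 to 116644650, score 52.2) and chromosome 10 (61178026 to 61178609, score 46.1) in Mga−/− cells, in a list with a median score of 144. In wild-type cells they were on chromosome 2 (98503861 to 98504200, score 34.7) and chromosome 7 (28718592 to 28719039, score 26.5). H3K27ac differed more. Mga−/− cells had H3K27ac at neighbouring sites on chromosome 6 (69126234 to 69132003, score 102, and 68999984 to 69004600, score 99.1) that lacked it in wild-type cells. A short peak on chromosome 4 (3016894 to 3017248, score 110) overlapped no peak of any other list. Wild-type cells had H3K27ac that Mga−/− cells lacked on chromosome 2 (167514118 to 167515715, score 74.5), chromosome 3 (86723441 to 86725091, score 61.0) and chromosome 10 (11062699 to 11063933, score 58.8), all at sites with H3K4me3 in every genotype. For H2AK119Ub the strongest Mga−/− peaks absent from wild-type were on chromosome 1 (78699848 to 78701299, score 62.9) and chromosome 6 (51118233 to 51120468, score 59.1). The reverse peaks were on chromosome 15 (74916782 to 74917403, score 26.2) and chromosome 6 (49169267 to 49170838, score 26.1). The H3K4me1 and H3K27me3 peaks that the rule took in this pair of genotypes, 8 regions in all, scored 27.01 to 37.4.

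The last comparison of genotypes asked whether marks at Pcgf6 sites differed where Pcgf6 or Mga was lost. Most wild-type Pcgf6 sites kept their active marks in both mutants. H3K4me3 was called at 86.8% of the 7058 sites in wild-type, 87.4% in Pcgf6−/− and 87.4% in Mga−/− cells. H3K27ac was called at 90.8% (90.1 to 91.5) in Pcgf6−/− cells, 1.23 points above wild-type (0.768 to 1.70 over sites), with 184 sites gained and 97 lost. In Mga−/− cells it was called at 87.1% (86.3 to 87.8), a difference of -2.51 points (-2.98 to -2.03). H2AK119Ub was called at 19.96% (19.0 to 20.9) of the sites in Mga−/− cells against 11.1% in wild-type, 8.83 points more (8.09 to 9.56), with 687 sites gained and 64 lost. In Pcgf6−/− cells it was 11.0%, a difference of -0.156 points (-0.882 to 0.570). H3K27me3 differed by -2.18 points (-2.66 to -1.71) in Pcgf6−/− and 0.680 points (0.366 to 0.994) in Mga−/− cells. H3K4me1 differed by -0.170 points (-1.05 to 0.705) in Pcgf6−/− and -3.84 points (-4.72 to -2.97) in Mga−/− cells. With equal numbers of mark peaks in the 3 lists, the Pcgf6−/− and Mga−/− differences were -0.340 and 0.142 points for H3K4me3 and -1.35 and 6.16 points for H2AK119Ub. With the midpoint of the Pcgf6 peak inside the mark peak, they were 1.90 and -7.81 points for H3K4me1, and in Pcgf6−/− cells 1.08 points for H3K4me3 and 1.88 points for H3K27ac, while leaving out chromosomes 3, 6 and 18 gave 1.01 points for H3K4me1 in Pcgf6−/− cells.

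Change at sites with Pcgf6 was compared with change at other wild-type H3K4me3 peaks. Sites with Pcgf6 here include those whose Pcgf6 peak was also called in Pcgf6−/− cells. H3K27ac was gained in Pcgf6−/− cells at 105 of 215 sites with Pcgf6 that lacked it (48.8%, 42.2 to 55.5) and 647 of 2168 without Pcgf6 (29.8%, 28.0 to 31.8). The odds ratio was 2.24 (1.69 to 2.98), and 1.87 (1.38 to 2.53) when matched for H3K4me3 score and width. It fell to 1.28 (0.975 to 1.67), with an interval that included 1, when the sites were taken from the Pcgf6−/− H3K4me3 list. In Mga−/− cells H3K27ac was gained less often at sites with Pcgf6, 10.7% against 28.6%, with an odds ratio of 0.298 (0.192 to 0.465) and 0.179 (0.107 to 0.298) matched. It was 0.754 (0.475 to 1.20) on sites from the Pcgf6−/− list. H2AK119Ub was gained more often at sites with Pcgf6 in both mutants, with odds ratios of 1.82 (1.59 to 2.09) in Pcgf6−/− and 1.29 (1.17 to 1.43) in Mga−/− cells, matched 1.49 (1.28 to 1.75) and 1.23 (1.10 to 1.38). In Pcgf6−/− cells H2AK119Ub was also lost often, at 35.4% of sites with and 48.9% without Pcgf6 (odds ratio 0.572, matched 0.642, 0.538 to 0.766). In Mga−/− cells the ratio for its loss was 0.823 (0.591 to 1.15). Over all wild-type Pcgf6 peaks, 336 gained and 347 lost it in Pcgf6−/− cells. Of all H2AK119Ub peaks, only 29.6% in Pcgf6−/− and 41.4% in Mga−/− cells overlapped a wild-type one, so the lists differed well beyond these sites.

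Loss of active marks was rarer at sites with Pcgf6, which scored higher to begin with. In Pcgf6−/− cells H3K4me3 was lost at 1.62% of sites with and 14.1% of sites without Pcgf6 (odds ratio 0.1003, matched 0.412, 0.330 to 0.514). H3K27ac was lost at 1.14% and 6.17% (0.175, matched 0.416, 0.318 to 0.545). For H3K4me1 the ratio was 0.335, matched 0.514 (0.424 to 0.623). In Mga−/− cells the ratio for H3K27ac loss turned with matching, from 0.388 to 1.14 (0.942 to 1.38), and that for H3K4me3 loss moved from 0.0738 to 0.736 (0.458 to 1.18). H3K4me1 gained in Mga−/− cells moved from 3.63 to 1.21 (0.790 to 1.86). H3K27me3 lost in Pcgf6−/− cells turned from 1.30 to 0.962 (0.769 to 1.20), and H3K27me3 lost in Mga−/− cells from 1.23 to 0.551 (0.336 to 0.905). H3K27ac peaks at H3K4me3 sites were wider in Pcgf6−/− than in wild-type cells both with Pcgf6 (median log2 ratio 0.13) and without it (0.19).

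Peaks were also spread differently over chromosomes. Chromosome 3 held 6.16% of wild-type Pcgf6 peaks but 1.41% of those of each mutant. In wild-type, Pcgf6−/− and Mga−/− cells its shares were 4.28%, 1.69% and 2.94% for H2AK119Ub, 4.76%, 3.25% and 3.995% for H3K27me3 and 4.82%, 4.01% and 4.15% for H3K27ac. For H3K4me3 (4.88%, 4.43% and 4.94%) and H3K4me1 (4.73%, 4.05% and 4.83%) the Mga−/− share was not below the wild-type one, which bears on the doubt about these lists. Chromosome 6 held 4.12% of the Pcgf6 peaks in wild-type, 4.95% in Pcgf6−/− and 10.9% in Mga−/− cells. For H2AK119Ub the shares of chromosome 6 were 5.15%, 3.99% and 10.3%, and for H3K27me3 9.05%, 5.97% and 9.56%. Chromosome 18 held 2.35%, 2.60% and 6.69% of the Pcgf6 peaks. Leaving out these 3 chromosomes changed no direction in the number or covered length of the mark lists. Chromosome 19 was not among them. At sites called in all genotypes, its mean rank percentiles for H3K4me3, H3K4me1 and H3K27ac were 54.4, 62.5 and 54.1 in Pcgf6−/− cells. In wild-type cells they were 49.0, 51.9 and 49.7, and in Mga−/− cells 49.1, 51.2 and 48.4. For each of these marks, Pcgf6−/− cells lay furthest above both other genotypes on this chromosome. The cause was not tested.

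**Figure D4:**
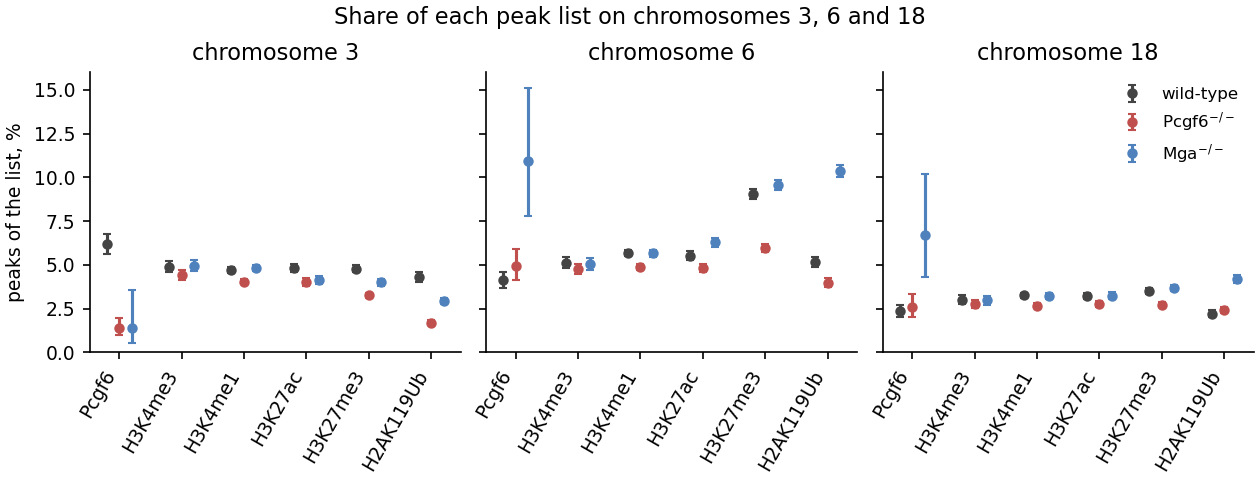
Points show the percentage of each peak list that lay on chromosome 3, 6 or 18, by antibody and genotype, with Wilson 95% intervals. Mga−/− lists had 10.9% of Pcgf6 and 10.3% of H2AK119Ub peaks on chromosome 6, and the wild-type Pcgf6 list had 6.16% on chromosome 3.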

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

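The tests of residual Pcgf6, of antibody background and of a shared chromatin state were chosen after their results were seen, as were the control condition in the label tests, their repeat on stronger peaks, the count of other chromosomes in the copy-number tests and the use of sites from the Pcgf6−/− H3K4me3 list.

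The 2 mutants moved apart from wild-type in opposite directions for 3 results, and the difference between them was not tested. At wild-type Pcgf6 sites H3K27me3 differed by -2.18 points in Pcgf6−/− and 0.680 points in Mga−/− cells. The share with H3K27ac differed by 1.23 and -2.51 points. At H3K4me3 sites, gain of H3K27ac with against without Pcgf6 had an odds ratio of 2.24 in Pcgf6−/− and 0.298 in Mga−/− cells, but on sites from the Pcgf6−/− H3K4me3 list both intervals included 1 (1.28, 0.975 to 1.67, and 0.754, 0.475 to 1.20).

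H3K27ac peaks were wider in the Pcgf6−/− list. Taken over all sites with a wild-type Pcgf6 peak, loss of Pcgf6 there is argued against as the main cause of the widening. The matched difference in median log2 width ratio was 0.0185 (0.0062 to 0.0319), below the 0.1 set as the bound. The interval lay above 0, so a small part of the widening at sites with Pcgf6 is not excluded. Of the 7058 wild-type Pcgf6 peaks, 1653 were also called in Pcgf6−/− cells. Sites with these peaks were not left out, so the difference at sites that lost Pcgf6 may be larger. Sites without Pcgf6 widened too. Unmatched, their ratio was 1.46 times that at sites with it, whereas matched, the widening was slightly larger at sites with Pcgf6. A library-wide difference is therefore a candidate. It may be technical, or an effect of the genotype or of this culture over the whole genome, which stays open and untested with 1 library per genotype.

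The strongest wild-type Pcgf6 peaks were mostly also called in Pcgf6−/− cells. Background of the antibody stays open: wild-type peaks with a Pcgf6−/− peak had higher odds of a Mga−/− peak, with an odds ratio of 14.6 (10.4 to 20.3), and 5.96 (3.99 to 8.90) within deciles of the wild-type score. Against it as the whole account, 1473 of the 1653 such peaks had no Mga−/− peak and 39 of the 100 strongest wild-type peaks had one, which excludes nothing while the depth of the Mga−/− list is unknown. Residual Pcgf6 in undeleted cells stays open too, since 91 of the 100 strongest peaks persisted, between the 95 it required and the lower bound of 80. A count below 80 would have been read against it only if the lowest-scoring quintile also kept peaks above a set share. The paper also shows an immunoblot of Pcgf6 in wild-type and both mutant lymphomas, which was not weighed here. No other biological explanation was tested.

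The wild-type lists were closest to the Mga−/− lists for some antibodies only. Copy number of chromosome 3 in the wild-type culture or of chromosome 6 in the Mga−/− culture is argued against as the cause, since for H3K4me3, H3K4me1, H3K27me3 and H2AK119Ub the wild-type list was closer to Mga−/− on all 19 other chromosomes. A gain of either chromosome as such stays open (highest in 3 and 1 of 6 rank comparisons). For chromosome 6 the 1 of 6 met the bound set beforehand against a gain. It is not read so, as chromosome 6 was among the first 3 in 4 of the 6. The wild-type H3K4me1 and H3K4me3 lists used there are also in doubt. A list labelled wild-type that came from the Mga−/− culture is a candidate explanation for H3K4me1 and H3K4me3. H3K27ac peaks called in wild-type only did not favour the wild-type list over the Mga−/− list. The differences were -2.41 points (-3.77 to -1.05) and -0.675 points (-1.07 to -0.282). Their negative sign is no support in itself, since Pcgf6−/−-only peaks gave -4.09 and -0.724 points and the Mga−/− lists covered more bases. What remains is the lack of a preference, as Pcgf6−/−-only peaks favoured their own list over the wild-type one by 33.0 and 10.1 points. The 98 wild-type-only peaks at or above the median score gave 1.02 points (-6.19 to 8.23) and -2.04 points (-6.92 to 2.84), whose intervals include 0. For H3K27me3 the same test gave -1.05 points but cannot be read, as Pcgf6−/−-only H2AK119Ub peaks did not favour their own list (-3.01 points). A chromatin state shared by the wild-type and Mga−/− cultures stays open, as does an untested difference in genetic background, the state with a difference of -0.0193 between the H3K27ac Jaccard indices. At sites called in all genotypes, mean rank percentiles on chromosomes 3, 6 and 18, wild-type minus Mga−/−, were 11.3, -6.26 and -6.34 for H3K27ac. They were -1.80, -0.65 and -1.33 for H3K4me1, and -0.165, 0.736 and 0.779 for H3K4me3. These smaller differences go with the label candidate, but do not tell which culture the lists came from. On chromosome 3, wild-type and Mga−/− minus Pcgf6−/− gave 11.7 and 13.5 for H3K4me1, against 15.1 and 3.82 for H3K27ac. Both H3K4me1 lists there resemble the wild-type H3K27ac list. On chromosome 6 the values were 8.73 and 9.38 against 2.1 and 8.37, and on chromosome 18 9.24 and 10.6 against 0.488 and 6.8, the opposite pattern. A Mga−/− list that came from the wild-type culture was not tested. The chromosomes were picked after the data were seen, each value rests on 1 list per genotype, and nothing here shows which label, if any, is wrong.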

How the results depend on the processing

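The alternatives without chromosomes 3, 6 and 18, with Pcgf6−/− mark lists and with sites from the Pcgf6−/− H3K4me3 list were chosen after the data were seen. Of 225 alternative values, 161 stayed within the interval, factor or side of 1 set for them. Another 41 moved beyond their interval or factor, 8 lost and 2 gained an interval free of 1, and 13 turned direction. Among the 161 and the 41, 4 values (2 in each) changed sign from a difference whose own interval included 0. These were H3K4me1 in Pcgf6−/− cells, which went from -0.170 to 0.553 points with equal numbers of peaks and also turned positive under the midpoint rule and without the 3 chromosomes, and H2AK119Ub in Pcgf6−/− cells, from -0.156 to 0.389 points without the 3 chromosomes. Shares fall by construction where a rule asks for a closer overlap or keeps fewer of the peaks to be overlapped, and for the other shifts the cause was not tested. Alternatives that apply the median wild-type score to mutant lists assume a common scale. Counts of 1 list per genotype carry no error between cultures, and an unknown read depth limits every count of peaks. The promoter annotation was not run, ratios of peak numbers are 1 by construction with equal numbers of peaks, and 1 odds ratio had no value for H3K4me3 peaks of at least 1 kb.

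At or above the median wild-type score, Pcgf6 peaks numbered 3531, 1144 and 180 in wild-type, Pcgf6−/− and Mga−/− cells. The share of wild-type Pcgf6 peaks found in Pcgf6−/− and Mga−/− cells was 18.7% and 2.21% with reciprocal overlap of 50%, and 37.1% and 5.55% for wild-type peaks at or above the median score. The share of mutant peaks found in wild-type was 56.3% and 54.9% with reciprocal overlap, and 73.6% and 88.9% for mutant peaks at or above the median wild-type score.

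Shares of wild-type Pcgf6 peaks with H3K4me3, H3K4me1, H3K27ac, H3K27me3 and H2AK119Ub were 85.1%, 43.6%, 87.8%, 7.51% and 5.70% with the Pcgf6 midpoint inside the mark. With mark peaks at or above their median score, H3K4me3, H3K4me1, H3K27ac and H2AK119Ub gave 69.3%, 52.6%, 83.8% and 9.28%. For Pcgf6 peaks at or above the median score, H3K4me1, H3K27ac and H2AK119Ub gave 73.5%, 88.4% and 12.4%. Without Pcgf6−/− peaks, H3K4me3 gave 90.2% and H3K27ac 92.4%, and with Pcgf6−/− mark lists H3K27ac gave 90.8% and H3K27me3 7.61%. Placed in active marks, the folds were 2.21, 0.776, 1.37, 1.48 and 1.30.

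Relative to wild-type, the covered length of H3K4me1 in Pcgf6−/− cells turned to 0.977 and the number of H3K27ac peaks to 1.18 at or above the median score. With peaks within 3 kb merged, H3K27ac peaks in Pcgf6−/− and H3K4me1 peaks in Mga−/− cells turned to 1.03 and 1.004, and with equal numbers of peaks H3K27me3 length in Mga−/− cells turned to 0.9998. At wild-type Pcgf6 sites, equal numbers of peaks gave differences of -0.340 and 0.142 points for H3K4me3 and -1.35 and 6.16 points for H2AK119Ub in Pcgf6−/− and Mga−/− cells. The midpoint rule gave 1.08 points for H3K4me3, 1.90 for H3K4me1 and 1.88 for H3K27ac in Pcgf6−/− cells, and -7.81 for H3K4me1 and 6.16 for H2AK119Ub in Mga−/− cells. Without chromosomes 3, 6 and 18, H3K4me1 and H3K27ac in Pcgf6−/− cells gave 1.01 and 1.75 points.

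Matching on H3K4me3 score and width gave odds ratios of 0.736 (H3K4me3 lost, Mga−/−), 1.21 (H3K4me1 gained, Mga−/−), 1.14 (H3K27ac lost, Mga−/−), 0.777 and 0.962 (H3K27me3 gained and lost, Pcgf6−/−), and 1.10 and 0.551 (H3K27me3 gained and lost, Mga−/−). Sites from the Pcgf6−/− list gave 0.987 (H3K4me1 gained, Pcgf6−/−), 1.28 and 0.754 (H3K27ac gained, Pcgf6−/− and Mga−/−) and 0.892 and 0.627 (H3K27me3 gained, Pcgf6−/− and Mga−/−). H3K4me3 peaks of at least 1 kb gave 1.11 (H3K27me3 lost, Pcgf6−/−) and 0.733 (H3K27me3 gained, Mga−/−). Equal numbers of peaks gave 0.776 (H3K27me3 gained, Pcgf6−/−) and 1.05 (H2AK119Ub lost, Mga−/−).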

Other observations

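The overlaps of peaks called in 1 genotype only were chosen after the data were seen. Among the peaks called in 1 genotype only, H2AK119Ub peaks of Mga−/− cells lay on active chromatin more often than those of the other genotypes. Of the 14625 such peaks, 11.9% overlapped the Mga−/− H3K4me3 list, against 3.61% of the 15827 Pcgf6−/−-only peaks on the Pcgf6−/− list and 3.65% of the 4495 wild-type-only peaks on the wild-type list. For H3K4me1 the shares were 28.4%, 8.90% and 19.7%, and for H3K27me3 41.7%, 11.5% and 46.7%. H2AK119Ub peaks called in Pcgf6−/− cells only thus overlapped the H3K27me3 list of their own genotype least often. These differences were not tested.

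Wild-type H3K27me3 peaks that overlapped Pcgf6 numbered 676, with a median width of 3802 bp against 886 bp for the others. Wide peaks meet more positions, and those met by shifted Pcgf6 positions had a median of 2044 bp (1646 to 2565), a comparison chosen after the data were seen. For H3K4me1 the median of 1332 bp, against 983 bp for the others, lay below that of peaks met by shifted positions (1656, 1479 to 1863). At H3K4me3 sites, the median log2 width ratio of H2AK119Ub in Mga−/− over wild-type cells was 0.43 with Pcgf6 and 0.49 without it, and within strata of H3K4me3 score and width the difference was -0.22 (-0.29 to -0.11).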
